A study of Danio rerio with 7 samples. Its data were reported in "Dynamic Nucleosome Organization at hox Promoters during Zebrafish Embryogenesis" (2013).

How the data were processed

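RNA from pooled whole zebrafish embryos was measured on 7 Agilent zebrafish expression arrays with 60-nt probes. Each array had 2 dyes. Per the labels, the Cy3 channel held the named sample and the Cy5 channel held a common reference, RNA of untreated embryos at 2 hours post fertilization (hpf). The 7 groups were untreated embryos at 2, 4, 6 and 9 hpf and embryos treated with retinoic acid (RA) at 4, 6 and 9 hpf, with 1 array per group. The array of untreated 2 hpf embryos compared 2 hpf RNA with itself and served as the background of the method. No dye swap was made, so dye bias was not balanced.

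The deposited scanner files gave, per spot, the raw intensity of each channel and its local background, made by the authors with Feature Extraction version 10.7.1.1. The same deposited files held a log10 ratio of Cy5 over Cy3 made by that software after background subtraction, spatial detrending and dye normalization. The authors' series matrix held log2 ratios, which were equal to the log2 of the software's processed Cy5 over Cy3 signals. It held 43553 of the 43603 probes, and its sign was turned to sample over reference. The study's methods state no normalization for these expression arrays, so the normalization below was chosen independently of them.

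Background was corrected with normexp at an offset of 50 in limma version 3.58.1 under R version 4.3.3, followed by loess within each array. Control spots were left out after normexp. Spots that the software marked as outliers, between 4 and 26 per array, were left out, and spots of one probe were averaged. The result was a log2 ratio of sample over the 2 hpf reference for 43603 probes. A ratio within an array shows unequal change between transcripts and gives no absolute level. Further steps used Python version 3.11.15.

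A probe was counted as changed against 2 hpf at a log2 ratio of at least 1 or at most -1, if either channel was well above background on that array. The RA comparison subtracted the log2 ratio of the untreated array from that of the RA array of the same stage, with the same thresholds, if Cy3 was well above background on at least 1 of both arrays. With 1 array per group these counts have no replicate check and no test. The Cy5 channel held the same RNA on every array, so differences between Cy5 channels after Aquantile normalization gave the technical spread. The square root of 2 times the median SD of a probe over the arrays was 0.22 on the log2 scale. Variation between embryo pools is not part of it.

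The arrays lay on 2 slides, each with its own scan. Slide 1 held the untreated 2, 4 and 6 hpf arrays and the RA 6 hpf array, and slide 2 held the untreated 9 hpf array and the RA 4 and 9 hpf arrays. The RA comparison was therefore within a slide at 6 and 9 hpf and across slides at 4 hpf.

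A limma model with stage and treatment was fitted to the 6 arrays of 4, 6 and 9 hpf, for probes with Cy3 well above background on at least 3 of them. It had 2 residual degrees of freedom, and p-values were two-sided with Benjamini-Hochberg adjustment at 0.05. In this fit an RA effect that differed between stages counted as error. The fit was tested on simulated data of 43556 probes with 200 changed, in 6 runs for each of 2 models of the spread. Each simulated change was at least 4-fold and equal at all stages. Recovery of smaller changes, or of changes that differ between stages, was therefore not tested. With variances drawn from the distribution that limma assumes, between 198 and 200 changed probes were recovered, and false calls made up between 2.93% and 5.66% of calls. With the fit's own moderated variances, which break that assumption, 200 were recovered in each run and false calls made up between 9.91% and 18.4% of calls. The adjusted p-values thus depend on how well the assumed distribution of variances holds.

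Named genes followed a rule fixed before the data were examined. These were the hox genes the study lists as expressed at 9 hpf or as induced only by RA, other hox genes past 2-fold, the 5 highest and 5 lowest log2 ratios at 9 hpf in untreated embryos among genes well above background in both channels and past 2-fold the same way at 6 hpf, and the 5 highest and 5 lowest mean RA differences with 1 sign at all 3 stages and Cy3 well above background on the 6 arrays. Members of preset lists of retinoid-pathway, maternal and zygotic genes were named if their RA difference passed 2-fold. A gene was represented by its brightest probe over all arrays. Of the study's 37 hox genes, 36 were matched by name. Another 5 genes of the preset lists were named through RefSeq accessions, and 1 hox and 1 maternal gene were not analysed here. List medians were set against 10000 random lists of the same size, matched on mean signal in 20 bins. The limma p-values of the brightest probes were also adjusted over each list alone. Probe coordinates are those of the files, on danRer6 (Zv8); an annotation of that build was not used here, so exon or UTR positions are not given.

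The alternatives were normexp with an offset of 10, no background subtraction, median centring, the software's log ratio, the series matrix, no filter on dim probes, a filter requiring every channel above background, subtraction of the 2 hpf self-comparison, Cy3 alone after loess and Aquantile, the mean of all probes of a gene, leaving out each stage's pair, slide as a block, and no stage factor. All were fixed before the data were examined, except slide as a block for the change from 4 to 9 hpf and the alternatives for the medians of the retinoid-pathway, maternal and zygotic lists and for the counts of hox genes higher with RA.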

Results

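Gene expression was measured on 7 arrays, 1 per group, from untreated zebrafish embryos at 2, 4, 6 and 9 hpf and from embryos treated with RA, a signaling molecule that activates hox genes, at 4, 6 and 9 hpf. Each array was read against the same untreated 2 hpf RNA. At least 99.4% of spots were well above background in the sample channel, and at least 98.6% in the reference channel. The number of arrays limited the precision. There was no replicate of any group, so differences between single arrays below have no replicate check.

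To find how far expression had moved from the 2 hpf baseline, probes past 2-fold were counted on each array. On the array that compared 2 hpf RNA with itself, 32 probes were higher and 137 were lower. In untreated embryos 2112 probes were higher and 1919 were lower at 4 hpf. At 6 hpf 7355 were higher and 7749 were lower, and at 9 hpf 9163 were higher and 9717 were lower. In RA-treated embryos 1957 probes were higher and 1963 were lower at 4 hpf, 7091 were higher and 7831 were lower at 6 hpf, and 8035 were higher and 9138 were lower at 9 hpf. The count of lower probes in untreated embryos at 9 hpf moved most in number, to 14077 with median centring. In proportion the count of lower probes in untreated embryos at 4 hpf moved most, to 739 in the Cy3 channel alone. The scaling of that channel by loess and Aquantile still used both channels. The split between directions also depended on scaling. With loess 48.7% of changed probes were higher in untreated embryos at 6 hpf and 48.5% at 9 hpf, against 33.6% and 32.1% with median centring. In RA-treated embryos the shares were 47.5% at 6 hpf and 46.8% at 9 hpf with loess, against 31.8% and 30.5% with median centring. At 4 hpf the share was 52.4% in untreated and 49.9% in RA-treated embryos, against 70.4% and 64.8% after subtraction of the self-comparison and 71.6% and 62.1% in the Cy3 channel alone.

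**Figure D1:**
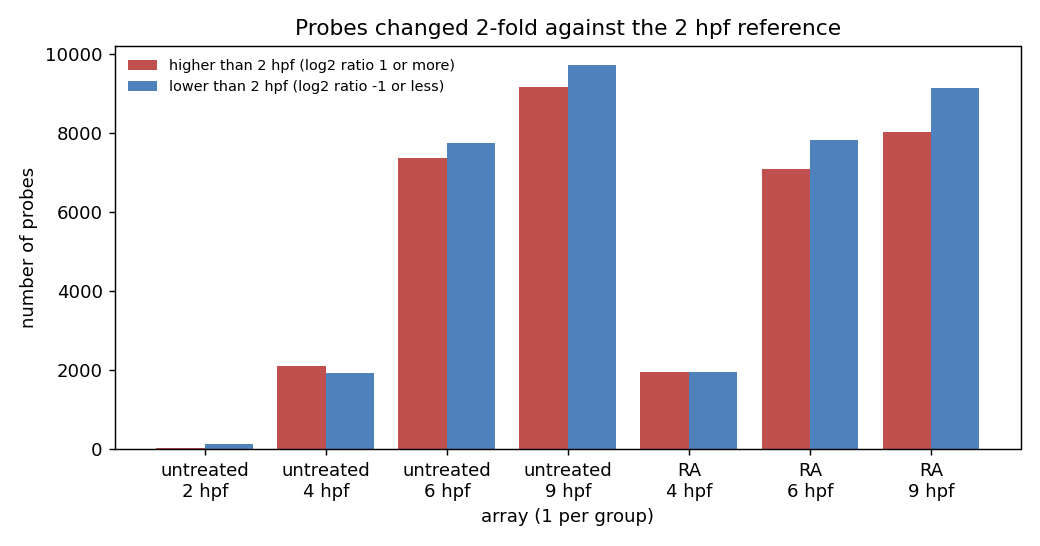
Number of probes (vertical axis) at least 2-fold higher or lower than the 2 hpf reference on each of the 7 arrays (horizontal axis). The 2 hpf self-comparison has 32 higher and 137 lower probes, and the untreated 9 hpf array has 9163 and 9717.

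The highest log2 ratios at 9 hpf in untreated embryos were those of alcamb at 7.84 (chromosome 15, 19873493 to 19873684), cyt1l at 7.50 (chromosome 19, 4982055 to 4982207), krt5 at 7.33 (chromosome 23, 8819645 to 8820827), mcm6 at 7.07 (chromosome 6, 14271304 to 14271363) and id1 at 7.03 (chromosome 11, 18077754 to 18077813). The lowest were those of gtf3ab at -6.73 (chromosome 24, 21202098 to 21202157), acp5a at -6.04 (chromosome 6, 9144488 to 9144547), fkbp6 at -6.01 (chromosome 5, 56768467 to 56768526), ccna1 at -5.90 (chromosome 10, 33195621 to 33195759) and gbgt1l1 at -5.89 (chromosome 5, 21732168 to 21732227). The reference spots of gtf3ab, acp5a, fkbp6 and ccna1 were saturated on that array, so these ratios are inexact. In the Cy3 channel alone they were -5.48, -5.76, -4.03 and -5.82, and that of gbgt1l1 was -3.75. No other probe of these genes went past 2-fold in the opposite direction at 9 hpf; fkbp6 and gbgt1l1 had no other probe.

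The preset lists gave the direction of the ratios. At 9 hpf in untreated embryos the median of 16 maternal genes was -4.15, lower than in each of 10000 matched random lists, and 15 of the 16 had fallen past 2-fold. The reference spots of 12 of the 16 genes were saturated on 1 array or more, and those of 5 on the untreated 9 hpf array, so the size of this median is inexact. It was -3.99 in the Cy3 channel alone and -5.20 with median centring. The median of 20 zygotic genes was 3.42, and 18 of them were higher and 1 was lower past 2-fold.

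In the limma fit over the 6 later arrays, 15470 probes were higher and 13762 were lower at 9 hpf than at 4 hpf at an adjusted p of 0.05, of 43596 tested. With slide as a block, an alternative chosen after the data were seen, 10943 were higher and 11154 were lower.

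To ask which of the study's hox genes rose above baseline, the 36 matched genes were counted at 2-fold over 2 hpf. The 2 hpf self-comparison gave 0. Untreated embryos gave 2 at 4 hpf, 4 at 6 hpf and 19 at 9 hpf. RA-treated embryos gave 5 at 4 hpf, 16 at 6 hpf and 21 at 9 hpf. With the mean of all probes of a gene in place of the brightest, the untreated counts were 1, 1 and 13. The genes passing at 4 hpf were hoxc9a and hoxc6a, joined at 6 hpf by hoxd4a and hoxd9a, and each of these calls rested on 1 probe of the gene. All probes of the gene passed for 6 of the 19 genes at 9 hpf, which were hoxb1a, hoxc9a, hoxa9a, hoxb4a, hoxb9a and hoxc6a. The other 13 were hoxb7a, hoxb6b, hoxc8a, hoxa4a, hoxa9b, hoxa13b, hoxb8b, hoxc1a, hoxc5a, hoxc11a, hoxc12b, hoxd4a and hoxd9a. One other probe of hoxc11a went past 2-fold in the opposite direction. Outside the study's genes, hoxb3a, hoxb8a, hoxb10a, hoxb1b and hoxc3a passed.

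Of the 6 genes that the study lists as expressed at 9 hpf, 5 passed 2-fold in untreated embryos. Their log2 ratios were 2.00 for hoxb1a, 1.93 for hoxb7a, 1.27 for hoxb6b, 2.72 for hoxc8a and 2.07 for hoxc9a. The ratio of hoxb5b was 0.79 at its brightest probe, while 2 of its 3 probes passed. Of the genes listed as not expressed, 14 passed. These lists were chosen partly on these arrays, so the overlap is not independent evidence. They held genes found expressed on both this platform and another, which was not used here, so a gene outside a list may still be above baseline on these arrays.

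Next, the effect of exogenous RA was examined at each stage. At 4 hpf 60 probes were higher and 295 were lower with RA. At 6 hpf 215 were higher and 291 were lower, and at 9 hpf 275 were higher and 68 were lower. The count of lower probes at 4 hpf moved most in number, to 626 with median centring. Between reference channels, which held the same RNA, between 4 and 71 probes differed 2-fold within slide 1, between 44 and 176 within slide 2, and between 354 and 877 across slides. On the matching Cy3 scale the RA pairs differed at 495 probes at 4 hpf, 439 at 6 hpf and 516 at 9 hpf. The 4 hpf count lay within the range across slides, and the 6 and 9 hpf counts lay above the ranges within their slides. The reference pairs carry no variation between embryo pools.

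**Figure D2:**
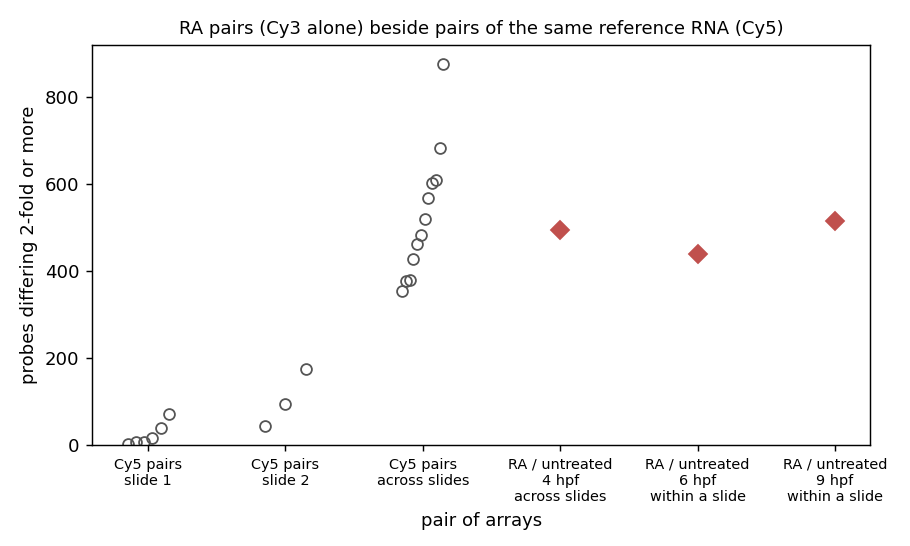
Probes differing at least 2-fold (vertical axis) between pairs of reference channels holding the same RNA (circles, Cy5) and between RA and untreated embryos (diamonds, Cy3 alone). The 4 hpf pair, at 495, lies within the range of 354 to 877 across slides; the 6 and 9 hpf pairs, at 439 and 516, lie above the pairs within a slide.

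Across probes, the RA differences at 4 and 6 hpf had a Pearson correlation of 0.264 and a Spearman correlation of 0.131. At 4 and 9 hpf these were 0.129 and 0.112, and at 6 and 9 hpf 0.0204 and -0.237. In the Cy3 channel alone the Pearson correlation at 4 and 9 hpf was -0.0319. Probes are not independent replicates, and no p-value is given. In all, 22 probes were 2-fold higher at all 3 stages, and 15 of these were of 9 hox genes. The other genes were cyp26a1, dhrs3b, irx1b, mnx1 and a clone. The names irx1b and mnx1 were chosen after their values were seen. The 1 probe lower at all 3 stages was of admp.

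In the limma fit 2 of 43596 probes had an RA effect common to the stages at an adjusted p of 0.05, and 2203 had an unadjusted p under 0.05. The 3 other splits with 1 array of each stage on each side had 2732, 2359 and 587 with an unadjusted p under 0.05. Both called probes were higher with RA at 3 of 3 stages. For 1 of the 2 probes of dhrs3b, not the brightest, the log2 difference was 2.95 with an SE of 0.14 and an adjusted p of 0.00291. For 1 of the 3 probes of hoxb5b, not the brightest, it was 5.07 with an SE of 0.37 and an adjusted p of 0.0348. This count depended strongly on the setting, and was 42 without the 4 hpf pair, 22 without the 6 hpf pair and 157 without the 9 hpf pair. Without the 9 hpf pair 44 of the calls were higher and 113 were lower with RA. At the brightest probes, 0 of the 36 hox genes passed over all probes and 9 passed adjusted over the list alone, all 9 higher with RA. For the retinoid-pathway list 3 of 23 passed adjusted over the list alone, all higher, for the zygotic list 11 of 20, all lower, and for the maternal list 0 of 16. Over all probes 0 of each list passed at these probes.

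The mean RA difference over the 3 stages was highest for hoxb3a at 3.62 ± 1.29 (SD, n = 3 stages; chromosome 3, 20746852 to 20746911), hoxb5b at 3.13 ± 1.42 (chromosome 12, 20803643 to 20803702), dhrs3a at 3.05 ± 2.57 (chromosome 23, 21167721 to 21167780), hoxa3a at 2.85 ± 0.99 (chromosome 19, 14054323 to 14054382) and hoxb1a at 2.72 ± 2.33 (chromosome 3, 20769770 to 20769830). It was lowest for admp at -1.35 ± 0.13 (chromosome 2, 53988518 to 53988577), her3 at -1.33 ± 1.51 (chromosome 8, 42463638 to 42463697), aplnrb at -1.25 ± 0.67 (chromosome 10, 9119363 to 9119422), wnt8-2 at -1.21 ± 0.72 (chromosome 14, 36040596 to 36040655) and ptgds at -1.19 ± 0.45 (chromosome 24, 15761012 to 15761071). These SDs are between stages and include any true change with stage. In the limma fit the brightest probes of these 10 genes had adjusted p-values from 0.0642 to 0.944. With slide as a block, which removes the 4 hpf pair, the adjusted p-values ranged from 0.00115 to 0.659. They were 0.00115 for dhrs3a, 0.0163 for hoxa3a, 0.0163 for hoxb1a and 0.0237 for hoxb5b, and the other 6 genes did not pass.

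Among the study's 36 matched hox genes, 4 were 2-fold higher with RA at 4 hpf, 9 at 6 hpf and 7 at 9 hpf, and 0 were lower. The 4 genes at 4 hpf were hoxb5b, hoxa4a, hoxa5a and hoxb4a. At 6 hpf hoxb1a, hoxb5a, hoxc1a, hoxc5a and hoxc6b were added, and at 9 hpf hoxa5a and hoxc1a no longer passed. At 6 hpf hoxb1a differed by 3.30 and hoxb5b by 4.62. The RA-only genes differed at 6 hpf by 4.11 for hoxa4a, 3.30 for hoxa5a, 2.94 for hoxb5a, 2.17 for hoxc1a and 3.27 for hoxc5a. For hoxc4a the difference was 0.35 at its brightest probe, while its 3 other probes were past 2-fold. The median of these RA-only genes was 0.83 at 4 hpf, 3.10 at 6 hpf and 0.96 at 9 hpf. The list was chosen for induction by RA partly on these arrays, so a raised median was partly fixed by that choice. Likewise hoxb6b differed by 0.38 at its brightest probe, while 4 of its 5 probes passed. The differences of the other genes listed as expressed at 9 hpf were 0.23 for hoxb7a, 0.28 for hoxc8a and -0.27 for hoxc9a. For the 6 genes listed as expressed at 9 hpf the medians were 0.12, 0.33 and 0.65. The study's lists of induced and not induced genes are for 6 hpf. For the 9 genes listed as induced the medians were 0.81, 3.27 and 1.06. For the 27 matched genes listed as not induced they were -0.04, 0.15 and -0.03, with means of 0.05, 0.36 and 0.13, so median and mean differ in sign at 4 and 9 hpf. Their median at 4 hpf turned positive with median centring, in Cy3 alone and with the mean of probes, and at 9 hpf in Cy3 alone and with the mean of probes.

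Of the genes listed as not induced, hoxb4a was higher with RA by 2.54 at 4 hpf, 3.53 at 6 hpf and 1.84 at 9 hpf, and both of its probes passed at each stage. The other platform of the study, which was not used here, also entered that listing, which is for 6 hpf only. The study took signal above the 2 hpf baseline as expression, which is another measure than the difference from untreated embryos. The brightest probe of hoxc6b was past 2-fold higher at 6 hpf and higher by 1.51 at 9 hpf. Its 3 other probes lay between -0.18 and 0.12 at 6 hpf. The brightest probe lies in homeobox-coding sequence, which related genes share, with 17 translated residues matching the homeodomain. Signal from other hox genes higher with RA is thus not excluded for hoxc6b. At 9 hpf, a stage outside the 6 hpf listing, 2 of the 3 probes of hoxd4a were higher by 2.13 and 2.22. Its brightest was higher by 0.16. At that stage 2 of the 4 probes of hoxa9a, at 1.13 and 1.44, and 1 of the 3 probes of hoxb8b, at 1.30, passed, not the brightest. Outside the study's genes, hoxa3a and hoxb3a passed at all 3 stages, and hoxb1b and hoxc3a at 6 and 9 hpf. At 4 hpf the other probe of hoxb3a did not pass, the other probe of hoxa3a had no value on the RA array, and 2 of the 3 probes of hoxb1b passed, not the brightest. Among all 47 hox genes on the array, 12 of 18 in paralogue groups 1 to 5 and 1 of 29 in groups 6 to 13, hoxc6b, were 2-fold higher with RA at 6 hpf. With the mean of all probes of a gene these were 13 and 2. The latter 2 were hoxb6b and hoxb8b, and hoxc6b no longer passed. At 6 hpf 2 of the 3 probes of hoxb8b passed too, not the brightest.

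**Figure D3:**
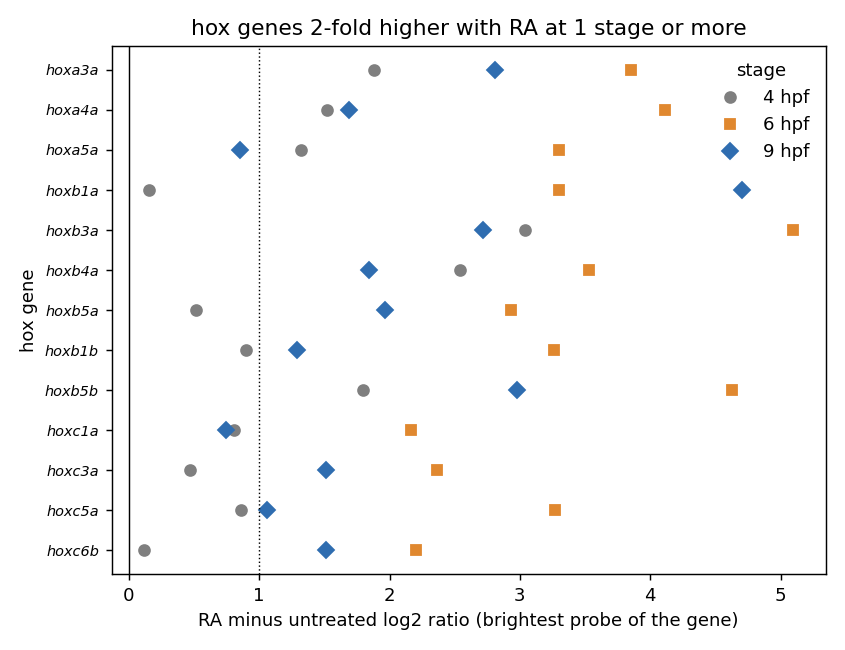
RA minus untreated log2 ratio (horizontal axis) at 4, 6 and 9 hpf for each hox gene past 2-fold at 1 stage or more, at its brightest probe (vertical axis); the dotted line marks 2-fold. The values at 6 hpf reach 5.10 for hoxb3a, and those of hoxc6b rest on 1 of its 4 probes.

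Of 23 retinoid-pathway genes, 2 were higher past 2-fold at 4 hpf and 4 at both 6 and 9 hpf. At 6 hpf the differences were 2.80 for cyp26a1, 4.47 for dhrs3a, 2.75 for dhrs3b and 1.86 for raraa, and -2.75 for aldh1a2 and -1.51 for rdh10a. All probes of these 6 genes gave the same call at 6 hpf. The median of the 23 genes was -0.03 at 4 hpf, 0.12 at 6 hpf and -0.03 at 9 hpf, with means of 0.14, 0.44 and 0.38, and the medians at 4 and 9 hpf turned positive with median centring and with the mean of probes. The median of the 20 zygotic genes was -0.72 at 4 hpf, -0.75 at 6 hpf and -0.25 at 9 hpf, and stayed negative under each alternative. At 4 and 6 hpf it was lower than in each of 10000 matched random lists. At 9 hpf it lay at percentile 7.9 of these lists, whose median was -0.12, so it did not stand out from them. The lists were matched on mean signal, not on course over development, and came from the same arrays. They thus say nothing of variation between embryo pools. The 885 probes that had risen strongly by 6 hpf in untreated embryos had a median RA difference of -0.495 at 4 hpf. A fall at 4 hpf was therefore not confined to the zygotic list. In Cy3 alone the zygotic median was -0.46 at 4 hpf and -0.51 at 6 hpf. Members lower past 2-fold at 4 hpf, 6 hpf or both were vox, noto, tbx16, mxtx2, chd, szl, foxd3, aplnrb, aplnra and her1. At 4 hpf the call of vox was made by 1 of its 3 probes, and at 6 hpf by 2 of its 3. At 6 hpf the calls of noto and foxd3 were each made by 1 of 2 probes. The 4 hpf arrays lay on different slides. The median of the 16 maternal genes was -0.04 at 4 hpf, -0.09 at 6 hpf and 0.03 at 9 hpf, and 0 of them passed. The sign was opposite at each stage in Cy3 alone, and at 4 and 9 hpf with the mean of probes. The reference spots of 12 of the 16 genes were saturated on 1 array or more. At 4 hpf 1260 reference spots in all were saturated on the untreated array, against 242 on the RA array. These differences are thus inexact, and an RA effect on maternal transcripts is not excluded.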

Values the study reported

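The study examined 37 hox genes. It reported that 6 of them were transcribed by 9 hpf in untreated embryos, and that 9 were induced in RA-treated embryos. Its list of induced genes is for 6 hpf. It placed 6 genes in a group induced only by RA.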

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

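The tests in this part were chosen after the results were seen, except the test of slide differences on the probes lower at 4 hpf.

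A control probe outside the measured genes stood out. One of 10 E1A control probes gave a Cy3 intensity of 4545 on the RA 4 hpf array, against 691 to 1769 on the other 6 arrays. In the Cy5 channel the same probe gave 3041 to 4007 on all 7 arrays. Overall brightness of the array is argued against: the probe was 7.69 times the median of the other E1A probes in that channel, and 1.53 to 2.08 times on the other arrays. A sample channel made up mostly of reference RNA is argued against as well, since the slope of the RA on the untreated log2 ratios at 4 hpf across probes was 0.849. A smaller admixture of the reference is argued against too. In the Cy5 channel of that array the probe was 10.4 times the other E1A probes, so its Cy3 signal would need 67.3% of reference, or 49.5% if scaled by gene probes as bright, taking signals as proportional to amount. The smaller share would hold every log2 ratio above -1.01, but 131 probes lay 2-fold or more below that, and 33 in Cy3 alone, against 0 on the self-comparison. A control transcript that reached that labelling stays open and was not tested. No biological explanation was tested for this control probe.

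The direction of the RA changes differed between stages. Of the changed probes, 16.9% were higher with RA at 4 hpf and 80.2% at 9 hpf. This difference was not tested, since each stage had 1 array per treatment. Normalization is argued against as the cause: over the scalings the share of higher probes was at most 20.7% at 4 hpf and at least 74.3% at 9 hpf. A slide difference in the reference channel alone is argued against, since the probes lower at 4 hpf were also lower in Cy3 alone, with a median of -0.93. A slide difference that acts on the Cy3 channel cannot be told apart from RA at 4 hpf, because the untreated and RA arrays lay on different slides. The probes lower at 4 hpf were also lower at 6 hpf, within slide 1, with a median of -0.49, which a slide difference at 4 hpf alone does not give. But other probes with a like course in untreated embryos and a like signal were lower too, with medians of -0.33 at 6 hpf and -0.53 at 4 hpf, so the fall at 6 hpf belongs to a wider set of probes and does not settle what acted at 4 hpf. The test planned for it did not bear on it. It predicted a negative slide difference in the reference channel for the probes lower at 4 hpf, and the median was 0.14, but an effect shared by both channels cancels in the ratio and one in Cy5 alone enters it with the opposite sign. A change of the RA response with stage stays open and was not tested.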

How the results depend on the processing

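No paired analysis was possible by replicate number because each group held 1 array; the stage factor of the limma fit pairs the RA and untreated arrays of a stage. The test on other splits of the arrays, slide as a block for the change from 4 to 9 hpf and the alternatives for the retinoid-pathway, maternal and zygotic medians and for the counts of hox genes higher with RA were chosen after the results were seen. Over the alternatives, 381 values of the main results stayed within 1.5 times the reported count, or within the technical spread for a median, and 54 did not. No median or single-gene value past 2-fold changed sign. Medians near 0 did, for the genes listed as not induced at 4 and 9 hpf, the retinoid-pathway genes at 4 and 9 hpf and the maternal genes at 4, 6 and 9 hpf. For single genes 315 values stayed within the technical spread and 105 did not. The causes below were not tested unless stated. Leaving out background subtraction moved no main result. Neither filter on dim probes moved a count, but nearly all probes were well above background, so the filters tested little, and they were not run on list medians or on hox genes higher with RA.

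Against 2 hpf, the lower probes at 4 hpf numbered 865 in untreated and 940 in RA-treated embryos after subtraction of the self-comparison, and 739 and 1035 in Cy3 alone. The last was 1025 among the probes of the reported counts, on which the shares of higher probes rest; 1035 used probes well above background in Cy3 on either array. With median centring 11807 probes were lower on the RA 6 hpf array.

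For RA at 4 hpf, 91 probes were higher with the series matrix, and 626, 489 and 497 were lower with median centring, the software's ratio and the series matrix. At 6 hpf 172 were lower with median centring. At 9 hpf 440 were higher in Cy3 alone, and 112, 25, 111 and 113 were lower with an offset of 10, median centring, the software's ratio and the series matrix.

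The RA effect common to the stages, with 2 calls in limma, was the least stable result. It had 17 calls with an offset of 10, 45 with median centring, 35 with the software's ratio, 33 with the series matrix and 22 in Cy3 alone. Leaving out 1 stage's pair gave between 22 and 157 calls, with 157 when the 9 hpf pair was left out, 42 without the 4 hpf pair and 22 without the 6 hpf pair. Slide as a block gave 42, as by construction it removes the 4 hpf pair. Without the stage factor there were 0 calls, and 51 probes had an unadjusted p under 0.05; that fit counts stage differences as error. Of the 10 splits of the 6 arrays into 3 and 3, 1 gave as many calls as the real split, namely the real one, and 10 splits are too few to exclude chance. With the stage factor 6 of the 10 reduce to the RA difference at 1 stage. Of the 3 others with 1 array of each stage on each side, 2 gave more probes at an unadjusted p under 0.05 than the real one. The change from 4 to 9 hpf, with 29232 calls, stayed within 1.5 times under each alternative, including 22097 with slide as a block.

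The count of hox genes above baseline in untreated embryos at 4 hpf, reported as 2, was 1 after subtraction of the self-comparison, 1 in Cy3 alone and 1 with the mean of a gene's probes. At 6 hpf, reported as 4, it was 2 with median centring, 2 with the software's ratio, 2 with the series matrix and 1 with the mean of probes. The hox genes higher with RA at 9 hpf, reported as 7, were 12 in Cy3 alone. Those of paralogue groups 6 to 13 at 6 hpf, reported as 1, were 2 in Cy3 alone and 2 with the mean of probes.

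For genes listed as expressed at 9 hpf, the median RA difference at 6 hpf was 1.09 with the mean of probes, and at 9 hpf 0.90 in Cy3 alone and 0.97 with the mean of probes. For RA-only genes it was 1.10 at 4 hpf with the mean of probes and 2.60 at 6 hpf with median centring. For the induced genes it was 2.66 at 6 hpf with median centring and 1.46 at 9 hpf with the mean of probes. For genes listed as not induced it was 0.20 at 9 hpf with the mean of probes, against -0.03 as reported. For retinoid-pathway genes it was 0.21 at 9 hpf with the mean of probes, and for maternal genes 0.38 at 4 hpf in Cy3 alone. For zygotic genes it was -0.46 at 4 hpf and -0.51 at 6 hpf in Cy3 alone. Against 2 hpf at 9 hpf in untreated embryos, the maternal median was -5.20 with median centring, -4.58 with the software's ratio and -4.58 with the series matrix. The zygotic median was 3.07, 3.82 and 3.82 with these, and 3.04 in Cy3 alone.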

Other observations

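The homeobox tests, the test of base composition at 6 hpf and the later-stage tests in this part were chosen after the results were seen.

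Genes of the zygotic list were lower on the RA than on the untreated array, with a median of -0.72 at 4 hpf and of -0.46 in Cy3 alone. Over this list the slide difference in the reference channel was -0.0312, but these genes are near the floor in 2 hpf RNA, so the slides cannot be told apart from RA at 4 hpf. Compression of ratios on slide 2, admixture of 2 hpf RNA, or an earlier stage of the embryos could each lower rising and raise falling transcripts alike. Among 121 probes that had fallen strongly by 6 hpf in untreated embryos, the median RA difference at 4 hpf was 0.13, in the direction these explanations need, but below the 0.37 that the rising probes would predict. Between reference channels across slides, which held the same RNA, the medians of these probes were 0.03 to 0.42, so neither value decides. An admixture as large as 49.5% is argued against, since it would hold every log2 ratio on the RA 4 hpf array above -1.01. On that array 131 probes lay 2-fold or more below that, and 33 in Cy3 alone, against 0 on the self-comparison. The share that the zygotic median would need was not estimated. A smaller admixture, compression of ratios, an earlier stage and an effect of RA stay open.

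At 6 hpf, where both arrays lay on slide 1, the zygotic median was -0.75. An earlier stage of the RA-treated embryos is argued against by 326 probes that had fallen by 9 hpf. These were further down with RA, with a median of -0.0891. Rising probes were not lower, but their shifts between reference channels of all slide 1 arrays, given below, were too large for this to count. An earlier stage that gave the zygotic median would put the falling probes near 0.72, if change is proportional to time. Between reference channels of slide 1, which held the same RNA, the medians of the falling probes were 0.02 to 0.06, and in Cy3 alone their RA difference was -0.04. A later stage would have the needed direction for the zygotic genes, which changed by a median of -1.18 from 6 to 9 hpf in untreated embryos. The 1221 probes that had risen by 9 hpf were higher with RA, with a median of 0.11 and, in Cy3 alone, of 0.08. Between reference channels of slide 1, over all 6 pairs of arrays, the medians of these rising probes were -0.46 to 0.04. The pair of untreated and RA 6 hpf arrays was not taken apart, so this range can overstate the shift of that pair. The direction of the rising probes is not settled. As the whole cause a later stage is argued against if change is proportional to time. The falling probes would need -0.84 and, in Cy3 alone, -0.32, where they moved by -0.0427. The rising probes would need 0.75 and, in Cy3 alone, 0.38, where they moved by 0.11 and 0.08. Given the shifts of the rising probes between reference channels, the argument rests on the falling probes. A later stage by a smaller amount, as part of the cause, stays open. An effect of RA on these genes stays open.

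Probes of one hox gene differed in their change against 2 hpf. For hoxc6a the brightest probe was at 3.74 in untreated embryos at 6 hpf and its other probe at 0.05, and for hoxd9a the brightest probe was at 1.12 and its 3 other probes were below 0. A candidate explanation is a probe within the homeobox-coding sequence, which related genes share. Of 14 probes with a motif of the third helix of the homeodomain, 2, of hoxc6a and hoxc9a, were past 2-fold above 2 hpf at 6 hpf in untreated embryos, against 2 of 119 other hox probes (Fisher's exact test, two-sided, p = 0.0548). The motif missed some homeobox probes, such as one of hoxc9a with 14 residues matching the homeodomain and a log2 ratio of 0.02. This leaves it open for hoxc6a and hoxc9a. For the high probes of hoxd4a and hoxd9a it is argued against: at most 5 of their translated residues matched the homeodomain, as in the median of other hox probes, against 15 or more for hoxc6a and hoxc9a. Base composition stays open. Within the 44 genes with several probes, GC content and the log2 ratio had a correlation of 0.139 at 6 hpf (permutation p = 0.165) and of -0.106 at 9 hpf (p = 0.299) over 130 probes. Neither is beyond chance, but in 3 of the 4 genes with a high and a low probe at 6 hpf the high probe had the highest GC content, with hoxc6a the exception. No biological explanation, such as different transcripts of a gene, was tested.

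The number of hox genes above baseline at 9 hpf in untreated embryos was 19. That is higher than the value quoted from the study above. The study counted genes found on both of its platforms, and the other platform was not used here, so the counts differ in what they count.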
